A study of Homo sapiens with 19 samples. Its data were reported in "The APOE isoforms differentially shape the transcriptomic and epigenomic landscapes of human microglia xenografted into a mouse model of Alzheimer’s disease" (2025).

How the data were processed

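Gene expression was measured by RNA sequencing of 19 libraries of human microglia, each from cells sorted for CD11b and human CD45 out of the brain of an App NL-G-F mouse, a knock-in model of amyloid deposition. The cells had been made from isogenic human induced pluripotent stem cell lines of the BIONi010-C series, with 1 line per genotype, and transplanted into the mice. The lines carried a single APOE2, APOE3 or APOE4 allele with the other allele knocked out, or had both alleles knocked out (APOE-KO). Groups and replicate numbers were read from the sample titles. Per the labels, an inhibitor of transcription was present during dissociation of the brains.

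The authors deposited 1 table of expected counts per gene and library, keyed by Entrez Gene ID, without any scaling between libraries. According to their methods, ribosomal RNA was depleted, libraries were directional, reads were trimmed with TrimGalore and aligned with STAR to the GRCh38 genome and transcriptome, duplicate and multi-mapping reads were kept, and Salmon quantified transcripts with its GC bias option. The annotation release, the step from transcripts to genes, and the use of strand in counting were not stated, so that values of genes that overlap on opposite strands (PAX8-AS1 and SVIL-AS1) or share sequence (the PCDHG genes, POTEF, CCL3, CCL4L2, HLA and ribosomal protein genes) carry a further uncertainty. The deposited expected counts held 0 values that were not whole numbers, so that no rounding was needed, and the table carried no offset for GC content or transcript length. The GC bias option of Salmon adjusts effective lengths, which were not used here.

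The table had 32721 genes, of which 12216 were at 0 in every library and 20505 had a count in at least 1. A symbol in the GRCh38.p14 RefSeq annotation was found for 32645 of the Entrez IDs, and the 76 others held 0.0084% of all counts. Positions are given on GRCh38. Library totals ran from 7616197 to 16133552 counts. A count of 0 allows up to 3 counts, or 0.186 CPM (counts scaled to equal library totals) in the deepest library and 0.394 CPM in the shallowest, and this floor covers counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries within a group was a duplicate, with a chi-square per gene between 3.83 and 34.5 over the 36 pairs.

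Differential expression was tested with DESeq2 1.42.0 in R 4.3.3, the tool named in the study's methods, with its defaults (median-ratio size factors, two-sided Wald test, independent filtering and Cook's filter, Benjamini-Hochberg adjustment). All groups entered 1 fit of 17 libraries, and a differentially expressed gene (DEG) had an adjusted p-value under 0.05. The libraries labelled APOE-KO replicates 1 and 2 were left out of this fit because the study excluded a pair of APOE-KO libraries on their high APOE expression, and both were above the other APOE-KO libraries in APOE here. That exclusion rests on a measured outcome, so values with all 5 APOE-KO libraries are given beside it. The 4 contrasts were APOE2, APOE4 and APOE-KO against APOE3, and APOE4 against APOE2. Mean values of genes are DESeq2-normalised counts with the SD over libraries. Where every library of a group lay at 3 counts or fewer, a fold difference is a lower bound computed against that floor.

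APOE was compared between groups in all 19 libraries with an exact two-sided rank-sum permutation test over the 6 pairs of groups. Principal components were computed from the 500 most variable genes after variance stabilisation. Gene sets were tested with camera in limma 3.58.1 (two-sided, preset inter-gene correlation 0.01) on log2 CPM with TMM scaling and prior count 2 over the genes kept by filterByExpr of edgeR 4.0.16, with adjustment over the 52 tests of 13 sets and 4 contrasts. The sets were class II HLA antigen presentation, cytokines and chemokines of the cytokine response microglia (CRM), disease-associated microglia (DAM), homeostatic microglia, interferon response, proliferation, vitamin D receptor targets, cholesterol biosynthesis, early response to dissociation, markers of neurons, astrocytes and oligodendrocytes, and cytosolic ribosomal proteins. They were written from general knowledge, and APOE was in none. Several of their subjects were taken from the states that the study compared on these libraries, so that results adjusted over a list alone are not independent evidence. Agreement between contrasts was Spearman's rho across genes between log2 fold changes, set beside 20 simulations of unchanged groups that shared the APOE3 libraries and beside fits in which the 2 contrasts used different APOE3 libraries. Tables were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

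The groups, comparisons, tests, gene sets and most alternatives were chosen before the data were examined. So was the rule of exclusion, taken from the study, but the libraries it covers were identified by their APOE counts here. Genes named in the text were those the study's text names, together with the 3 higher and 3 lower genes of smallest adjusted p in each contrast whose normalised counts did not overlap between the groups, and members of the gene sets. CCL3L1 was not analysed here. The result for another gene is not reported here. Any other gene is said to have been chosen after its values were seen. The alternatives tried were the quasi-likelihood test of edgeR, TMM scaling, filterByExpr, filters off, all 5 APOE-KO libraries, fits of the compared groups only, replicate number as a block, other set tests, disjoint APOE3 libraries, and leaving out each library in turn. Removal of trends with GC content, transcript length or both was added after the data were seen. For it, the log2 ratio of each library to the mean was fitted against GC content or log length with a natural spline of 5 degrees of freedom over genes with a mean count of at least 10, and the fitted trend was passed to DESeq2 as an offset. GC content and length were those of the longest GENCODE transcript of the same symbol, found for 12759 of 13214 such genes (96.6%). Each count of DEGs was also compared with other splits of the same libraries, at most 100 per contrast.

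The steps of differential expression were tested on simulated data with 20228 genes of which 200 changed. DESeq2 recovered 96.5% of them among 211 calls with 8.53% false, and edgeR 94.5% among 197 calls with 4.06% false. A simulated GC trend gave 4032 calls with 95.2% false when left in, and 213 calls with 10.3% false and 95.5% recovered when it was removed. Its slope was steeper than the difference of 0.1385 per 10 points of GC content between APOE3 and APOE4. With the trends of the libraries themselves, unchanged simulated groups gave 447 to 588 calls for APOE4 against APOE3. Removing a trend where none had been simulated gave 209 calls with 7.66% false. The camera test was simulated apart, with 13904 genes. In it a raised set of 30 genes had a p of 5.2e-66, and 3 of 100 unchanged sets had a p under 0.05.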

Results

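The data were RNA sequencing libraries of human microglia that had been transplanted into the brain of App NL-G-F mice, in 4 genotypes of the APOE gene. There were 5 APOE2, 4 APOE3, 5 APOE4 and 5 APOE-KO libraries, each of 1 mouse. Total counts ran from 10538940 to 13897884 in the APOE2 group, from 8928244 to 13921772 in APOE3, from 7616197 to 16133552 in APOE4 and from 10462024 to 15593737 in APOE-KO, with a median of 12548186 over the 19 libraries. The APOE3 genotype served as the baseline for the other genotypes, and APOE4 was also compared with APOE2, since these alleles have opposite associations with the risk of Alzheimer's disease. Each genotype was represented by 1 cell line, and the labels gave no sequencing or library batch.

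Expression of APOE (Entrez Gene 348, protein-coding, chromosome 19, 44905796 to 44909393) was examined first, as the gene that distinguishes the groups. The normalised count was 31055 ± 4379 (SD, n = 5) in APOE2, 31693 ± 1713 (SD, n = 4) in APOE3 and 19186 ± 5483 (SD, n = 5) in APOE4. In the libraries labelled APOE-KO replicates 3, 4 and 5 it was 1598, 1490 and 2051, or 132, 126 and 175 CPM. The libraries labelled APOE-KO replicates 1 and 2 had 16624 and 14436 normalised counts, close to the levels of APOE4 replicates 2 to 5, which lay between 15906 and 17429. APOE4 replicate 1 stood at 28926. In exact two-sided rank-sum permutation tests over the 6 pairs of groups with all 19 libraries, no difference was detected between APOE2 and APOE3 (p = 1, adjusted p = 1). APOE was 1.65 times higher in APOE3 than in APOE4 (p = 0.0159, the smallest that the exact test allows for 4 and 5 libraries, adjusted p = 0.0317), with all 4 APOE3 libraries above all 5 APOE4 libraries. It was 1.62 times higher in APOE2 than in APOE4 (exact p = 0.0317, adjusted p = 0.0381). The exact tests of APOE-KO with all 5 libraries gave adjusted p-values of 0.0317 against APOE2, 0.0317 against APOE3 and 0.0381 against APOE4. With APOE-KO replicates 3 to 5 in place of all 5, which leaves fewer possible orderings, none of the 6 tests was past the threshold. The 5 tests that had passed it with all libraries had an adjusted p of at most 0.0686. The alternative that moved the adjusted p most was the removal of the trend with GC content, under which the exact adjusted p was 0.191 for APOE3 against APOE4 and 0.181 for APOE2 against APOE4. Leaving out single libraries made the test of APOE2 against APOE4 pass or fail (adjusted p 0.0317 to 0.0762), as it did for APOE3 against APOE4 (0.0429 to 0.0571) and APOE4 against APOE-KO (0.0317 to 0.0762). These exact tests have fewer possible orderings with fewer libraries. APOE itself had a GC content of 69.0%.

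**Figure D1:**
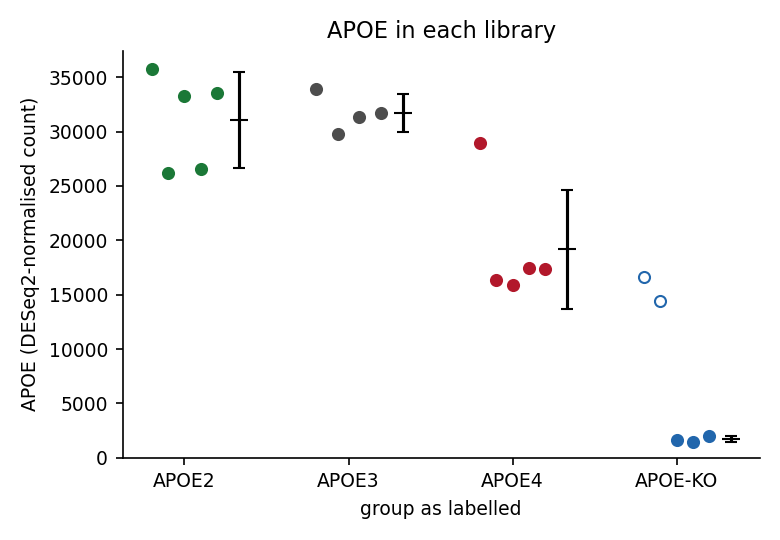
Normalised APOE counts (linear axis) in each of the 19 libraries by group, with points for libraries and bars for the group mean ± SD, where the APOE-KO bar covers replicates 3 to 5. The open circles are the libraries labelled APOE-KO replicates 1 and 2, at 16624 and 14436.

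On the principal components of the 500 most variable genes, component 1 held 28.5% of the variance and component 2 held 21.9%. With all 13802 genes kept by filterByExpr, which moved these shares most, the values were 23.1% and 12.6%. Component 1 separated APOE2 (-5.11 to -2.12) from APOE3 (3.47 to 4.67) and did not hold the APOE4 libraries together. APOE4 replicates 2 and 3 lay at -4.76 and -4.95 on it, while APOE4 replicates 1, 4 and 5 lay at 6.57, 8.93 and 8.91. The libraries labelled APOE-KO replicates 1 and 2 lay at 0.203 and 0.595, above APOE-KO replicates 3 to 5, which lay between -5.64 and -4.35.

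Numbers of DEGs differed between contrasts. APOE2 against APOE3 gave 574 DEGs of 15128 genes tested, 365 higher and 209 lower in APOE2 (288 and 302 without the GC trend), with a median absolute log2 fold change of 0.44 and 103 genes beyond 2-fold. The alternative that moved this count most was edgeR, with 396. APOE4 against APOE3 gave 1827 of 12776, 925 higher and 902 lower (567 and 977 without the length trend), with a median absolute log2 fold change of 0.33 and 87 genes beyond 2-fold. Removal of the trend with GC content and transcript length lowered this count most, to 529, and removal of the GC trend alone gave 540, of which 425 were among the 1827. APOE4 against APOE2 gave 3510 of 13560, 1693 higher and 1817 lower, with a median absolute log2 fold change of 0.35 and 163 genes beyond 2-fold. That count was 1448 without both trends and 1531 without the GC trend, of which 1119 were shared and 1115 changed the same way. APOE-KO against APOE3 gave 385 of 15128, 160 higher and 225 lower, with a median absolute log2 fold change of 0.64 and 120 genes beyond 2-fold. With all 5 APOE-KO libraries it gave 587, of which 233 were shared, and with only the compared groups in the fit it gave 598. Several counts changed in size when 1 library was left out. Without APOE3 replicate 1 the APOE4 against APOE3 contrast had 887 DEGs and without APOE3 replicate 4 it had 1193, and the APOE-KO contrast had 166, 205 and 191 DEGs without APOE-KO replicate 3, 4 and 5.

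**Figure D2:**
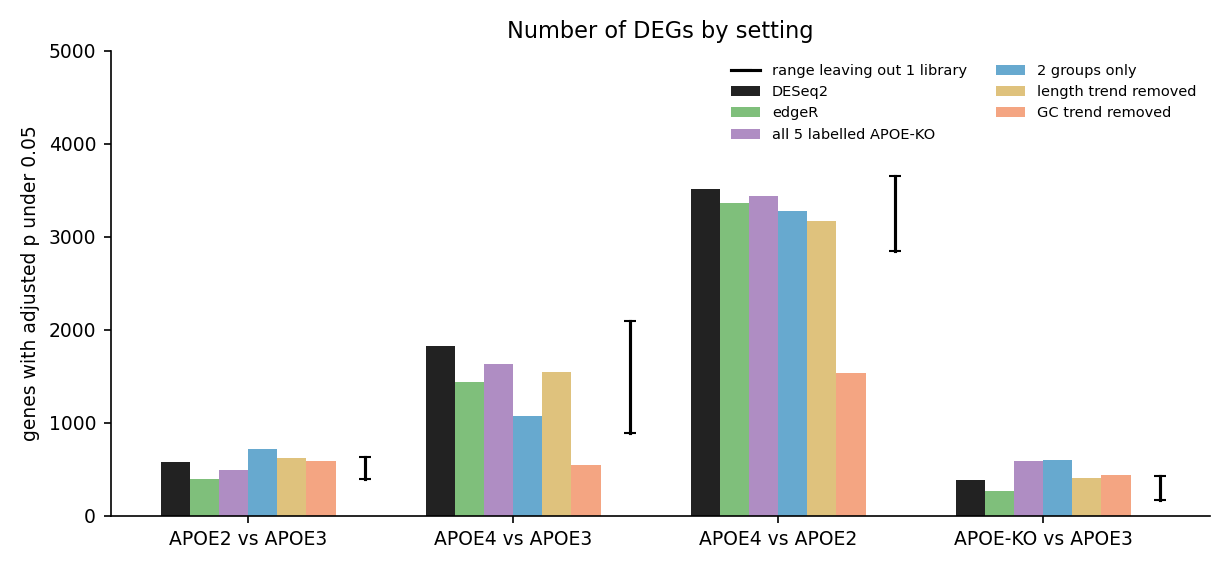
Number of DEGs (adjusted p under 0.05) in the 4 contrasts, by the setting of the test, with bars that start at 0 and black lines for the range of fits that each left out 1 library. The contrasts of APOE4 fell from 1827 to 540 and from 3510 to 1531 with the GC content trend removed, while APOE2 against APOE3 had 574 and 590 DEGs.

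The comparison of APOE2 with APOE3 addressed the allele linked with lower risk. FOSL2 (Entrez Gene 2355, protein-coding, chromosome 2, 28392858 to 28417317) had 394 ± 56.5 normalised counts in APOE2 (SD, n = 5) and 93.3 ± 13.7 in APOE3 (SD, n = 4), a log2 fold change of 2.07 (SE 0.15, adjusted p = 1.82e-40). TGFBI (Entrez Gene 7045, protein-coding, chromosome 5, 136028988 to 136063818) rose from 552 ± 105 to 1376 ± 82.3, by 1.32 on the log2 scale (adjusted p = 4.51e-38). PCDHGB4 (Entrez Gene 8641, protein-coding, chromosome 5, 141387698 to 141512975), which shares exons with the neighbouring PCDHG genes, rose from 122 ± 26.0 to 447 ± 36.6, by 1.86 (adjusted p = 3.88e-34). ZFP41 (Entrez Gene 286128, protein-coding, chromosome 8, 143246939 to 143262705) had 1.22 ± 1.17 normalised counts in APOE2 and 340 ± 54.5 in APOE3. With every APOE2 library at or under the floor it was at least 116-fold lower (adjusted p = 1.56e-38). SOCS6 (Entrez Gene 9306, protein-coding, chromosome 18, 70289045 to 70330199) had 8524 ± 393 against 11539 ± 383, a log2 fold change of -0.44 (adjusted p = 4.99e-18), and ZDBF2 (Entrez Gene 57683, protein-coding, chromosome 2, 206274663 to 206314427) had 196 ± 25.6 against 384 ± 32.7, a log2 fold change of -0.97 (adjusted p = 6.98e-16). These 6 genes were chosen for counts that did not overlap between the groups, and they stayed past the threshold under every alternative run.

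The comparison of APOE4 with APOE3 addressed the risk allele. The lncRNA PAX8-AS1 (Entrez Gene 654433, chromosome 2, 113235527 to 113267023) had 203 ± 26.3 normalised counts in APOE4 (SD, n = 5) and 17.2 ± 2.91 in APOE3 (SD, n = 4), a log2 fold change of 3.58 (SE 0.27, adjusted p = 4.73e-35). It is antisense to another gene, and the use of strand in counting was not stated. FOSL2 had 297 ± 31.2 in APOE4, a log2 fold change of 1.66 (adjusted p = 4.03e-25), and ZNF680 (Entrez Gene 340252, protein-coding, chromosome 7, 64499069 to 64563071) rose from 82.7 ± 19.3 to 224 ± 29.2, by 1.45 (adjusted p = 3.07e-15). PCDHGA10 (Entrez Gene 56106, protein-coding, chromosome 5, 141412987 to 141512975) had 514 ± 43.0 against 884 ± 51, a log2 fold change of -0.78 (adjusted p = 4.05e-15). CHCHD2 (Entrez Gene 51142, protein-coding, chromosome 7, 56101573 to 56106476) had 0.299 ± 0.668 against 101 ± 13.3 and was at least 31.8-fold lower in APOE4 (adjusted p = 1.02e-12). CYTH3 (Entrez Gene 9265, protein-coding, chromosome 7, 6161779 to 6272624) had 1683 ± 41.5 against 2268 ± 169, a log2 fold change of -0.43 (adjusted p = 6.08e-11). These 6 genes also kept their direction and their side of the threshold under every alternative run. APOE had a log2 fold change of -0.72 (SE 0.19, adjusted p = 0.00238), which was -0.43 with adjusted p = 0.11 after removal of the GC trend. With all 5 APOE-KO libraries in the fit it was -0.72 with adjusted p = 0.443, and without APOE4 replicate 1 it was -0.92 with adjusted p = 2.3e-17, the ends of the range over alternatives. No APOE-KO library is part of this contrast, but all groups share 1 dispersion per gene. The 5 APOE-KO libraries, at 1490 to 16624 normalised counts of APOE, enter that dispersion. The adjusted p of 0.443 thus does not argue against lower APOE in APOE4.

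APOE4 was compared directly with APOE2 as the alleles of highest and lowest risk. ZFP41 had 338 ± 25.5 normalised counts in APOE4 (SD, n = 5) and was at least 115-fold higher than in APOE2 (n = 5, adjusted p = 1.18e-38). PAX8-AS1 had 203 ± 26.3 against 26.9 ± 11.8, a log2 fold change of 2.93 (adjusted p = 4.91e-34). PTPRZ1 (Entrez Gene 5803, protein-coding, chromosome 7, 121873161 to 122062036) had 136 ± 58.7 against 2.68 ± 1.08, a log2 fold change of 5.65 (SE 0.49, adjusted p = 4.62e-27). PCDHGB4 was lower in APOE4, at 103 ± 17.8, with a log2 fold change of -2.12 (adjusted p = 9.16e-50). SPINK5 (Entrez Gene 11005, protein-coding, chromosome 5, 148063980 to 148137382) had 21.6 ± 6.66 against 159 ± 22.1, a log2 fold change of -2.88 (adjusted p = 1.43e-29). IRS2 (Entrez Gene 8660, protein-coding, chromosome 13, 109752695 to 109786583) had 1231 ± 57.1 against 2066 ± 160, a log2 fold change of -0.75 (adjusted p = 1.25e-21). CHCHD2 was at least 23.6-fold lower in APOE4 (adjusted p = 4.69e-12). APOE had a log2 fold change of -0.70 (adjusted p = 0.000732), which was not past the threshold after removal of the GC trend (-0.28, adjusted p = 0.257, range over alternatives 2.45e-18 to 0.379) or with all 5 APOE-KO libraries in the fit (-0.69, adjusted p = 0.379). The last adjusted p rests on the dispersion shared with the APOE-KO libraries, which are not part of this contrast.

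APOE-KO was compared with APOE3 to find changes from the loss of APOE. With replicates 3 to 5, APOE had a log2 fold change of -4.21 (SE 0.21, adjusted p = 2.92e-84), and with all 5 APOE-KO libraries it was -2.13 with adjusted p = 0.0142, the highest over the alternatives. POTEF (Entrez Gene 728378, protein-coding, chromosome 2, 130073535 to 130129222), which has close paralogs, had 601 ± 24.1 normalised counts in APOE-KO (SD, n = 3) and 214 ± 11.8 in APOE3 (SD, n = 4), a log2 fold change of 1.49 (adjusted p = 7.04e-19). CXCL12 (Entrez Gene 6387, protein-coding, chromosome 10, 44370165 to 44385097) had 632 ± 57.1 against 298 ± 29.8, a log2 fold change of 1.07 (adjusted p = 6.19e-17). ZNF248 (Entrez Gene 57209, protein-coding, chromosome 10, 37758538 to 37858103) had 128 ± 21.5 against 0.219 ± 0.439 and was at least 38.1-fold higher (adjusted p = 3.09e-13). CTSF (Entrez Gene 8722, protein-coding, chromosome 11, 66563464 to 66568606) had 20.6 ± 8.78 against 212 ± 24.3, a log2 fold change of -3.39 (SE 0.24, adjusted p = 6.96e-43). With all 5 APOE-KO libraries it was -1.45 (adjusted p = 0.118, range over alternatives 2.5e-44 to 0.118), as the libraries labelled APOE-KO replicates 1 and 2 had 158 and 167 normalised counts of CTSF. PCDHGA10 had 394 ± 44.9 against 884 ± 51, a log2 fold change of -1.16 (adjusted p = 1.63e-25), and CHCHD2 was at least 35-fold lower (adjusted p = 4.6e-08).

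Of the other genes that the study's text names, ZNF248 was at least 43.8-fold higher in APOE4 than in APOE3 (adjusted p = 5.36e-14) and at least 49.9-fold higher than in APOE2 (adjusted p = 8.83e-18). CXCL16 (Entrez Gene 58191, chromosome 17, 4733533 to 4739928) had 2208 ± 227 normalised counts in APOE4 (SD, n = 5), 2987 in APOE3 and 3523 ± 192 in APOE2, with log2 fold changes of -0.43 against APOE3 (adjusted p = 1.36e-06) and -0.67 against APOE2 (adjusted p = 1.73e-18). Its difference between APOE2 and APOE3 (0.24, adjusted p = 0.039) had an adjusted p between 0.00623 and 0.24 over the alternatives and was not past the threshold without any 1 of APOE2 replicates 1, 3, 4 and 5 and APOE3 replicates 2, 3 and 4 (0.0526 to 0.204). TNFRSF21 (Entrez Gene 27242, chromosome 6, 47231532 to 47309905) was higher in APOE2 than in APOE3 (0.57, adjusted p = 0.00288) and lower in APOE4 than in APOE2 (-0.69, adjusted p = 4.32e-06) and in APOE-KO than in APOE3 (-0.64, adjusted p = 0.00668, range over alternatives 1.44e-05 to 0.47, the upper end with all 5 APOE-KO libraries, and 0.0806 without APOE-KO replicate 5). CCL4L2 (Entrez Gene 9560, chromosome 17, 36211063 to 36212873), a near-copy of a neighbouring gene, was lower in APOE2 than in APOE3 (-0.88, adjusted p = 0.00347) and higher in APOE4 than in APOE2 (0.86, adjusted p = 0.000327). CCL3 (Entrez Gene 6348, chromosome 17, 36088256 to 36090143), which also has close copies, was higher in APOE4 than in APOE2 (0.54, adjusted p = 0.0178), and its adjusted p lay between 0.00254 and 0.074 over the alternatives, with the values above the threshold coming without 1 of APOE2 replicates 1 and 5 and APOE4 replicates 1, 4 and 5. IL10RA (Entrez Gene 3587, chromosome 11, 117986394 to 118003037) was higher in APOE2 than in APOE3 (0.25, adjusted p = 1.38e-05) and in APOE-KO than in APOE3 (0.27, adjusted p = 5.66e-05). Its differences for APOE4 against APOE3 (0.13, adjusted p = 0.0433, range 0.0135 to 0.512) and APOE4 against APOE2 (-0.12, adjusted p = 0.0244, range 0.000359 to 0.739) changed sides of the threshold. Without APOE3 replicate 2 the former was 0.10 with adjusted p = 0.136, and without APOE4 replicate 4 the latter was -0.10 with adjusted p = 0.0818.

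TNFRSF25 (Entrez Gene 8718, chromosome 1, 6460786 to 6466173) was not past the threshold in any contrast, with adjusted p-values of 0.0519 for APOE2 against APOE3 (range over alternatives 0.00138 to 0.421, the lower end without APOE2 replicate 4), 0.227 for APOE4 against APOE3, 0.328 for APOE4 against APOE2 and 0.998 for APOE-KO. TSPAN13 (Entrez Gene 27075, chromosome 7, 16753755 to 16784536) had 20.7 ± 25.3 normalised counts in APOE4 (SD, n = 5) and 1.42 ± 2.07 in APOE3 (SD, n = 4), and DESeq2 gave it no adjusted p in that contrast. Under the alternatives that gave one it was between 0.00743 and 0.0343. In the remaining contrasts TSPAN13 had adjusted p-values of 0.173, 0.262 and 0.557. The other differences of these genes that were not past the threshold had adjusted p-values of 0.357 (APOE2 against APOE3), 0.626 (APOE4 against APOE3) and 0.211 (APOE-KO, or 7.28e-05 with only the compared groups in the fit) for CCL3, 0.973 (APOE4 against APOE3) and 0.764 (APOE-KO) for CCL4L2, 0.562 (APOE-KO) for CXCL16, 0.62 (APOE4 against APOE3) for TNFRSF21 and 0.693 (APOE2 against APOE3) for CHCHD2.

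Counts depended on GC content differently in the APOE4 libraries, a measure chosen after the data were seen. The slope of a library's log2 ratio to the mean per 10 points of GC percent was -0.12 ± 0.04 in APOE4 (SD, n = 5), 0.02 ± 0.04 in APOE3 (SD, n = 4), 0.07 ± 0.03 in APOE2 (SD, n = 5) and 0.04 ± 0.03 in APOE-KO (SD, n = 5). In exact two-sided permutation tests over the 6 pairs of groups, APOE4 differed from APOE3 (p = 0.0159, adjusted p = 0.0317), APOE2 (p = 0.00794, adjusted p = 0.0238) and APOE-KO (p = 0.00794, adjusted p = 0.0238). The p-values of the other exact tests were 0.127, 0.286 and 0.381. The median GC content of genes was 39.6% for those higher in APOE4 than in APOE3 and 58.5% for those lower, against 47.7% for all genes tested. For APOE4 against APOE2 it was 39.8% and 57.8%. For APOE2 against APOE3 it was 51.5% for higher and 44.8% for lower genes, and for APOE-KO 51.2% and 45.8%. In the bin of genes of lowest GC content (29.2% to 40.4%) the median log2 fold change of APOE4 against APOE3 was 0.16, and in the bin of highest GC content (57.4% to 73.5%) it was -0.19. With the trend removed these medians were -0.01 and -0.02.

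**Figure D3:**
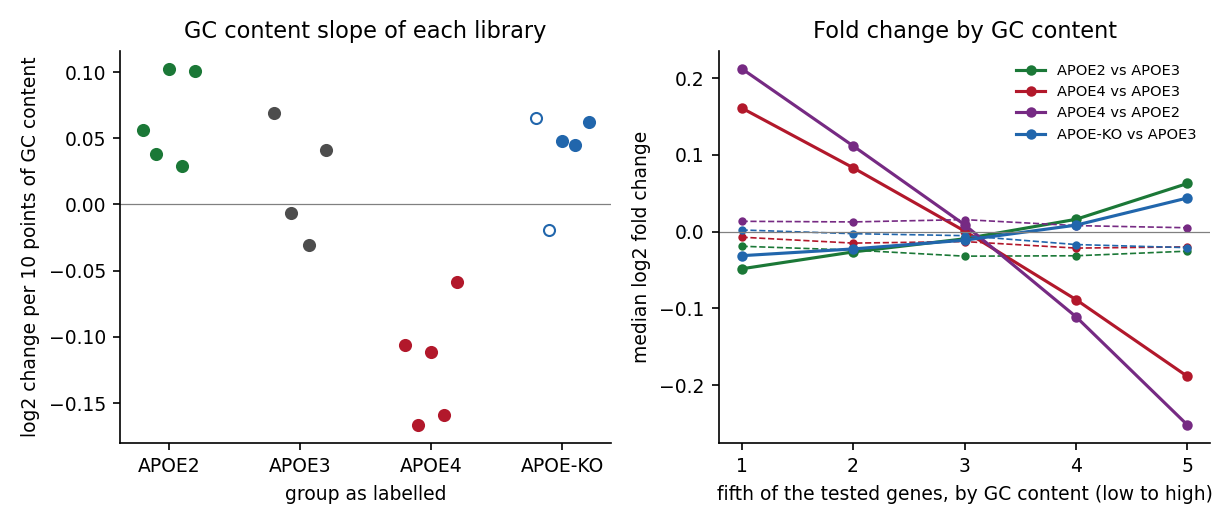
Left, slope of log2 counts per 10 points of GC content in each library by group, and right, median log2 fold change in 5 bins of GC content in the 4 contrasts, with solid lines for the counts as deposited and dashed lines for the trend removed. The slopes of the APOE4 libraries lie between -0.17 and -0.06, and the solid line of APOE4 against APOE3 falls from 0.16 to -0.19.

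Several genes were on in every library of a group (normalised count of at least 20) and off in every library of another (3 counts or fewer). Over the 4 groups, with APOE-KO replicates 3 to 5, there were 12 such genes in 31 pairs of gene and groups, and they were counted after the data were seen. Among them, ZFP41 was off in APOE2, CHCHD2 was off in APOE4 and APOE-KO, and ZNF248 was on in APOE4 and APOE-KO. ZNF300 (chromosome 5, 150894399 to 150904980) was off in APOE-KO replicates 3 to 5, at 0, 2 and 0 counts, and had 159 and 189 normalised counts in the libraries labelled APOE-KO replicates 1 and 2. CHCHD2 in APOE2 had 10.5 normalised counts in replicate 4 and between 79.9 and 99.8 in the other libraries.

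**Figure D4:**
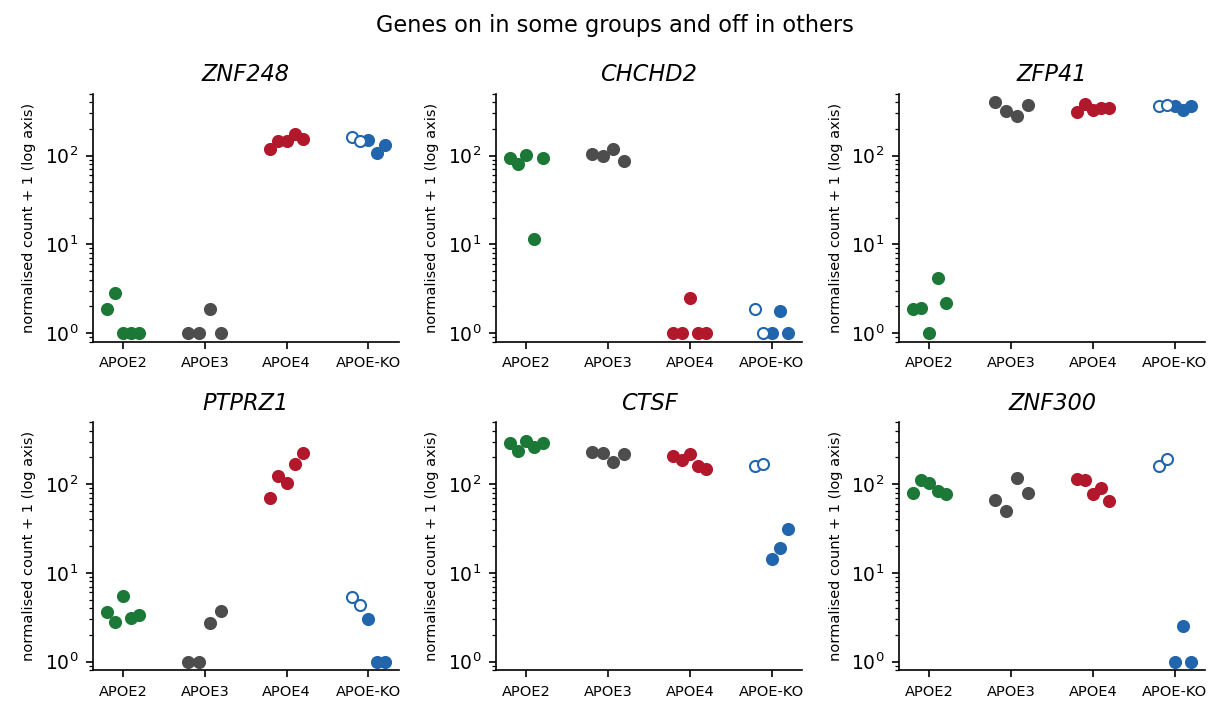
Normalised count + 1 (log axis) of ZNF248, CHCHD2, ZFP41, PTPRZ1, CTSF and ZNF300 in each library by group, with open circles for the libraries labelled APOE-KO replicates 1 and 2. In those libraries ZNF300 had 159 and 189 normalised counts, and it had 3 counts or fewer in APOE-KO replicates 3 to 5.

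To ask how far each allele resembled the loss of APOE, log2 fold changes were correlated across 20228 genes, which are not independent replicates. Spearman's rho between APOE2 against APOE3 and APOE-KO against APOE3 was 0.487, and between APOE4 against APOE3 and APOE-KO against APOE3 it was 0.346. Both contrasts of a pair used the same APOE3 libraries, and unchanged simulated groups that shared them gave a mean rho of 0.434 (range 0.424 to 0.445 over 20 simulations) for APOE2 and 0.435 (range 0.418 to 0.447) for APOE4. With disjoint APOE3 libraries, the alternative that moved the values most, the mean rho over the 6 ways to divide them was 0.0884 (range 0.0497 to 0.103) for APOE2 and 0.0022 (range -0.052 to 0.0359) for APOE4. APOE2 against APOE3 shared 146 DEGs with APOE-KO against APOE3, 125 in the same direction and 21 in the opposite. APOE4 against APOE3 shared 113, 88 in the same direction and 25 in the opposite. In the simulations at most 1 DEG was shared for either pair. The simulated contrasts had at most 8 DEGs for APOE2, 5 for APOE4 and 3 for APOE-KO. They therefore cannot say how many DEGs contrasts with many DEGs would share.

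**Figure D5:**
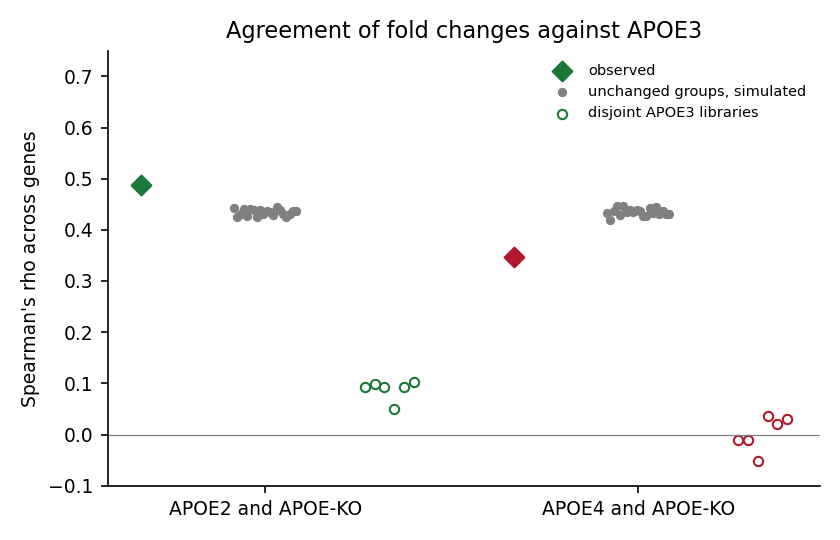
Spearman's rho across genes with the APOE-KO contrast for the data (diamonds), for 20 simulations of unchanged groups that share the APOE3 libraries (grey points), and for disjoint APOE3 libraries (open circles). The values were 0.487 and 0.346 with shared libraries, and means of 0.0884 and 0.0022 with disjoint ones.

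Gene sets were compared as the states of microglia that the study described, with numbers of genes higher counted by the sign of the fold change. Of the 13 sets, 6 passed the threshold in APOE2 against APOE3, 5 in APOE4 against APOE3, 6 in APOE4 against APOE2 and 7 in APOE-KO against APOE3. The estimated inter-gene correlation moved these counts most, to 0 in each contrast, with 2, 0, 1 and 2 sets at an unadjusted p under 0.05. Under fry 2, 2, 5 and 5 sets passed, and for APOE4 against APOE3 removal of the GC trend gave 8. Splits of the same libraries at random, the real one included, gave as many sets past the threshold in 3 of 100, 46 of 100, 33 of 100 and 4 of 35 cases, in the order of the contrasts. In APOE2 against APOE3 the sets held by fry were vitamin D receptor targets and ribosomal proteins, and in APOE4 against APOE3 the DAM and homeostatic sets. For APOE4 against APOE2 every set past the threshold except the early response to dissociation held under fry, and for APOE-KO every one except the HLA and cytokine sets.

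The interferon response set was lower in APOE2 than in APOE3 (median log2 fold change -1.12, 0 of 18 genes higher, adjusted p = 8.97e-10), in APOE4 than in APOE3 (-0.92, 0 of 18, adjusted p = 3.08e-05) and in APOE-KO than in APOE3 (-1.75, 0 of 18, adjusted p = 3.89e-15), and was not past the threshold for APOE4 against APOE2 (0.21, 13 of 18, adjusted p = 0.422). The difference of APOE4 from APOE3 came mostly from 2 libraries. The mean log2 normalised count of the set was 8.81 and 8.83 in APOE4 replicates 2 and 3, and 11.2, 10.7 and 10.7 in replicates 1, 4 and 5. It was 10.8 to 11.1 in APOE3. Only 1 of the 18 genes was a DEG in this contrast. Without APOE4 replicate 2 the comparison of APOE4 with APOE2 had an adjusted p of 0.0107 and without APOE4 replicate 3 of 0.0176. Class II HLA genes were higher in APOE2 (0.39, 12 of 12, adjusted p = 8.82e-06) and in APOE-KO (0.57, 12 of 12, adjusted p = 1.69e-08) than in APOE3, with adjusted p-values of 0.17 for APOE4 against APOE3 (0.20, 11 of 12) and 0.0564 for APOE4 against APOE2 (-0.20, 0 of 12). Without APOE4 replicate 2 or 3 the former was 0.0116 or 0.025, and the latter lay between 0.0142 and 0.494 over the fits without 1 library. Without the GC trend they were 0.0493 and 0.0199. DAM genes were higher in APOE2 than in APOE3 (0.09, 13 of 18, adjusted p = 0.0481, range over alternatives 0.00884 to 0.745, and 0.0823 to 0.191 without 1 of APOE2 replicates 1 and 5 and APOE3 replicates 2, 3 and 4), and lower in APOE4 than in APOE3 (-0.19, 2 of 18 higher, adjusted p = 0.000217) and APOE2 (-0.34, 1 of 18 higher, adjusted p = 7.2e-06). Homeostatic genes were lower in APOE4 than in APOE3 (-0.18, 1 of 12 higher, adjusted p = 0.000934) and APOE2 (-0.16, 2 of 12 higher, adjusted p = 0.00872). Cholesterol biosynthesis genes were higher in APOE4 than in APOE3 (0.21, 15 of 17, adjusted p = 0.00746, or 0.0634 without APOE4 replicate 4, range over alternatives 0.000947 to 0.653) and APOE2 (0.32, 17 of 17, adjusted p = 0.000966).

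Ribosomal protein genes were higher in APOE2 than in APOE3 (0.21, 80 of 82, adjusted p = 9.62e-21) and in APOE-KO than in APOE3 (0.18, 80 of 82, adjusted p = 4.96e-15), and lower in APOE4 than in APOE2 (-0.29, 2 of 82 higher, adjusted p = 2.23e-18) and than in APOE3 (-0.09, 25 of 82 higher, adjusted p = 0.00415, or 0.0876 without APOE4 replicate 5 and 0.481 with the length trend removed, range over alternatives 2.12e-05 to 0.814). Genes of the early response to dissociation were higher in APOE2 (0.28, 15 of 16, adjusted p = 0.000648) and APOE-KO (0.38, 16 of 16, adjusted p = 7.83e-07) than in APOE3, and lower in APOE4 than in APOE2 (-0.18, 3 of 16 higher, adjusted p = 0.0345), which was not past the threshold with the GC trend removed (adjusted p = 0.567, range over alternatives 0.00341 to 0.8) or without 1 of APOE2 replicates 2, 3 and 4 and APOE4 replicates 1, 2 and 3 (0.0927 to 0.122). Vitamin D receptor targets were higher in APOE2 than in APOE3 (0.22, 10 of 11, adjusted p = 3.99e-05) and lower in APOE4 than in APOE2 (-0.14, 3 of 11 higher, adjusted p = 0.048, range over alternatives 0.0168 to 0.497, and 0.05 to 0.121 without 1 of APOE2 replicates 2 and 4 and APOE4 replicates 1, 2 and 3). Proliferation genes were lower in APOE-KO than in APOE3 (-0.61, 0 of 19 higher, adjusted p = 3.76e-07), and cytokines and chemokines were higher (0.20, 10 of 14, adjusted p = 0.0275, range over alternatives 0.00871 to 0.73, and 0.082 to 0.101 without 1 of APOE3 replicates 3 and 4 and APOE-KO replicate 3). The marker lists had 2 of 8 neuron, 2 of 8 astrocyte and 4 of 8 oligodendrocyte genes with enough counts. The astrocyte pair was lower in APOE-KO (-0.61, adjusted p = 0.00982, or 0.964 over genes with any count), and the other tests of these lists had adjusted p-values between 0.6 and 0.886. Among the remaining tests, the adjusted p of cytokines and chemokines was 0.572 for APOE2 against APOE3, 0.705 for APOE4 against APOE3 and 0.826 for APOE4 against APOE2, and that of proliferation was 0.422, 0.476 and 0.167 in the same order. The last of these was 0.015 or 0.025 without APOE4 replicate 2 or 3, and 0.0383 without both trends. DAM genes had 0.752 in APOE-KO. With all 5 APOE-KO libraries they were lower (-0.20, 2 of 18 higher, adjusted p = 0.00155). Homeostatic genes had 0.857 in APOE2 against APOE3 and 0.606 in APOE-KO, and cholesterol biosynthesis 0.182 and 0.175 in these contrasts. Without APOE2 replicate 4 cholesterol biosynthesis had 0.0366 in APOE2 against APOE3. Vitamin D receptor targets had 0.27 for APOE4 against APOE3 (0.0421 without the GC trend, 0.0227 without both trends) and 0.109 for APOE-KO (0.0302 without APOE3 replicate 1). The early response to dissociation had 0.886 for APOE4 against APOE3 (0.0358 without the GC trend, 0.0205 without both trends).

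Over all 13 lists together, 256 member genes were found. In APOE2 against APOE3, 30 of them were higher and 6 lower when adjusted over all genes, and 76 and 16 when adjusted over the list alone. For APOE4 against APOE3 these counts were 9 and 27 over all genes, and 10 and 29 adjusted over the list alone. For APOE4 against APOE2 they were 16 and 83, and 14 and 92 adjusted over the list alone. APOE-KO against APOE3 had 16 and 14 over all genes, and 44 and 33 adjusted over the list alone, with the interferon list at 11 lower over all genes and 18 adjusted over the list alone.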

Values the study reported

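The study reported 470 genes that differed between APOE2 and APOE3 microglia, 282 up and 188 down. For APOE4 against APOE3 it reported 332 genes, and for APOE4 against APOE2 it reported 1639. In APOE-KO microglia, 126 genes were up and 206 down relative to APOE3. Its rank correlations of fold changes with those of the APOE-KO contrast were 0.55 for APOE2 and 0.34 for APOE4.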

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

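Among 110 groups of 4 to 5 libraries, 11 had a lowest or highest library that stood farther from its nearest neighbour than 95% of chance draws would allow for the group's range, where chance gives 5.5. The tests of admixture in this part were chosen only after the results were seen. For a value below with no such test, no technical or biological explanation was tested beyond what is stated.

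APOE2 replicate 4 stood apart in 3 measures. Its interferon score, the mean log2 normalised count of the 18 interferon genes, was 9.03, and the other APOE2 libraries lay between 10.0 and 10.1. PAX8-AS1 was at 47.2 normalised counts, and the others lay between 18.1 and 25.4. CHCHD2 was at 10.5, and the others lay between 79.9 and 99.8. Cells of a line without CHCHD2 in this library are a possible explanation of its low count. To give it, 88.8% of the cells would have to be APOE4 cells, but the median share over 7 genes that are on in 1 group and off in the other was -0.83%. APOE-KO cells would have to make up the same share, and the median over 6 such genes was 0.08%. The tables thus argue against both sources. The PAX8-AS1 and interferon values were not tested against any explanation, and loss of CHCHD2 expression in part of the APOE2 cells remains open as a biological one that was not tested.

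In APOE4 replicate 1, APOE was at 28926 normalised counts, with the other APOE4 libraries between 15906 and 17429, and FOSL2 was at 353, with the others between 279.7 and 286.8. Removal of the GC content trend left this library apart, at 33703 against 18923 to 21540 for the others. Cells of the APOE2 or APOE3 line could raise APOE. APOE2 cells would need a share of 85.1%, and the median share over 7 on or off genes was 3.86%. APOE3 cells would need 81.5%, and the median over 5 genes was 22.2%. Both medians lie far below the need, so that the tables argue against these sources. Of the genes behind the medians, 4 of 7 and 2 of 5 lay under 10% of the share needed, and none reached it. The library did not differ in its label, and no biological explanation within the APOE4 group was tested.

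The library labelled APOE-KO replicate 2 had a GC content slope of -0.0189 per 10 points, with the other APOE-KO libraries between 0.045 and 0.0654. This slope is a technical measure, and nothing in the labels sets that library apart.

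The 5 remaining outlying values belonged to named genes in single libraries. ZFP41 was at 324 in APOE-KO replicate 4, with the others between 360.1 and 371. CYTH3 was at 1611 in APOE4 replicate 2, with the others between 1685 and 1712. PTPRZ1 was at 4.53 in APOE2 replicate 3, with the others between 1.82 and 2.58, all near the floor of 3 counts. IRS2 was at 1711 in APOE3 replicate 1, with the others between 1383 and 1438. POTEF was at 324 in APOE2 replicate 3, with the others between 358 and 365. Its sequence is shared with paralogs, so that the assignment of reads adds to the error of POTEF. None of these values was tested against a technical or biological explanation, and chance gives 5.5 such values over the 110 groups.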

How the results depend on the processing

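The numbers of DEGs for APOE2 against APOE3 stayed within 1.5 times of the main fit's 574 under all alternatives, from 396 with edgeR to 720 with only the compared groups in the fit, and between 398 and 634 without 1 library. For APOE4 against APOE3 the count was 540 without the GC content trend, 529 without the trends of GC content and transcript length, and 1075 with only the compared groups in the fit. Across fits that each left out 1 library it ran from 887 (without APOE3 replicate 1) to 2092. APOE4 against APOE2 had 1531 DEGs without the GC trend and 1448 without both trends. APOE-KO against APOE3 had 587 with all 5 APOE-KO libraries and 598 with only the compared groups, and from 166 (without APOE-KO replicate 3) to 431 across fits that left out 1 library. Fits without APOE3 replicate 2 or 3 gave 1920 and 1741 DEGs for APOE4 against APOE3. Fewer samples alone thus do not account for the lower count of that contrast without APOE3 replicate 1. That library had the highest GC slope of its group, 0.0688 per 10 points, with the others between -0.0304 and 0.0409. It had 15090 genes with a count, against 15988 to 16157 in the other APOE3 libraries. Whether either plays a part was not tested. For APOE-KO against APOE3, fits without APOE-KO replicate 3, 4 or 5 gave 166, 205 and 191 DEGs. There a smaller group stays open as the cause. Counts without the GC trend are taken up with the other observations on GC content, and for the remaining changes of these counts the cause was not tested.

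In the rank tests of APOE expression per library, APOE2 and APOE4 among the pairs, the adjusted p with APOE-KO replicates 3 to 5 in place of all 5 was 0.0536 for APOE2 against APOE4, APOE2 against APOE-KO, APOE3 against APOE4 and APOE4 against APOE-KO, and 0.0686 for APOE3 against APOE-KO, where 3 libraries against 4 or 5 allow only larger p-values and the adjustment passes these on to the other pairs. With the GC trend removed it was 0.181 for APOE2 against APOE4 and 0.191 for APOE3 against APOE4, and the cause of that change is taken up with the GC content of APOE. Across fits that left out 1 library, the adjusted p ran from 0.6857 to 1 for APOE2 against APOE3, from 0.0317 to 0.0762 for APOE2 against APOE4, from 0.0429 to 0.0571 for APOE3 against APOE4 and from 0.0317 to 0.0762 for APOE4 against APOE-KO. TMM scaling changed no call among these 6 tests.

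The number of gene sets past the threshold was 0 in all 4 contrasts when camera estimated the inter-gene correlation, and fry left 2 for APOE2 against APOE3 and 2 for APOE4 against APOE3. Sets past the threshold for APOE4 against APOE3 rose to 8 without the GC trend and to 8 without both trends. The cause was not tested. Over the 52 set results, the estimated correlation made 24 weaker and fry 10. DESeq2 size factors changed none of the 52. Directions reversed only for sets that were not past the threshold. These were the astrocyte markers in APOE2 against APOE3 over genes with any count (adjusted p 0.645), cytokines and chemokines in APOE4 against APOE3 without the length trend (0.897), oligodendrocyte markers in that contrast without the GC trend (0.967), neuron markers in APOE4 against APOE2 without the GC trend (0.929) and without both trends (0.927), and homeostatic genes in APOE-KO with all 5 libraries (0.535). The cause was not tested.

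Leaving out 1 library at a time kept direction and side of the threshold for 31 of the 52 set results, while 6 became weaker at least once, 6 stronger and 10 reversed. Where a set reversed, its adjusted p ran from 0.236 to 0.99 for homeostatic genes, from 0.216 to 0.977 for proliferation, from 0.729 to 0.99 for astrocyte markers and from 0.698 to 0.919 for oligodendrocyte markers in APOE2 against APOE3. In APOE4 against APOE3 it ran from 0.291 to 0.977 for cytokines and chemokines and from 0.599 to 0.986 for the early response to dissociation. In APOE4 against APOE2 it ran from 0.235 to 0.986 for cytokines and chemokines and from 0.0107 (without APOE4 replicate 2) to 0.86 for the interferon response. In APOE-KO it ran from 0.203 to 0.907 for homeostatic genes and from 0.677 to 0.963 for neuron markers.

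The rank correlation between the APOE2 and APOE-KO contrasts was 0.0884 with disjoint APOE3 libraries, and that of APOE4 and APOE-KO was 0.0022, a change that removing the shared libraries makes by construction. The latter was 0.438 with all 5 APOE-KO libraries, 0.405 without the GC trend, 0.409 without both trends and 0.235 over genes kept by filterByExpr, and the cause was not tested. Without 1 library, rho ran from 0.434 to 0.546 for APOE2 and from 0.292 to 0.429 for APOE4. The shares of variance on the principal components were 23.1% and 12.6% over all genes kept by filterByExpr, since more genes of low variance entered.

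Of the 61 results for named genes, 51 kept direction and side of the threshold in every fit that left out 1 library. Reversed directions among named genes all belonged to differences that were not past the threshold. For CCL4L2 in APOE4 against APOE3 the log2 fold change was 0.0148 without the GC trend, 0.0516 without the length trend and 0.0353 without both, and it ran from -0.22 to 0.10 without 1 library. For TNFRSF25 it was 0.0021 in APOE4 against APOE2 without the GC trend and 0.32 in APOE-KO with all 5 libraries, and ran from -0.0625 to 0.0302 in APOE-KO without 1 library. CXCL16 in APOE-KO was at -0.0066 with all 5 libraries. For APOE in APOE2 against APOE3 the fits without 1 library ran from -0.0839 to 0.0259. For ZNF248 in that contrast they ran from -0.15 to 1.41, with both groups at the floor, so that no fold can be given at this depth. The cause was not tested. Other results for named genes that changed sides of the threshold numbered 6 weaker with all 5 APOE-KO libraries, 4 weaker without the GC trend, 2 weaker and 1 stronger without the length trend, and 5 weaker and 1 stronger without both. They numbered 3 weaker and 1 stronger with edgeR, 1 weaker and 2 stronger with filterByExpr, 2 weaker and 1 stronger with the filters off, and 2 weaker and 2 stronger with only the compared groups. TMM size factors changed none of the 61.

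Replicate number entered as a block gave 554, 1655, 3231 and 312 DEGs in the order of the contrasts, all within 1.5 times of the counts of the main fit (574, 1827, 3510 and 385). With the block, cholesterol biosynthesis had an adjusted p of 0.00228 in APOE-KO against APOE3 and 0.043 in APOE2 against APOE3. In all, 4 of the 52 set results and 3 of the 61 results for named genes lay on the other side of the threshold with the block. The numbers did not pair the libraries, however, as the correlation between libraries of the same number ran from -0.127 to 0.117, so that these fits with a block say little about stability.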

Other observations

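Tests of the GC content trend as a cause of the DEGs, of transcript length, chromosomes and library preparation were chosen only after the results were seen. So were those of admixture, other clones, shared APOE3 libraries and cell lines. Those of other splits, library size and abundant genes were chosen before. Removal of the GC trend was added after the data were seen. The tests of that trend in APOE and in the interferon genes, and the splits without it, rest on this removal. For admixture, the median share used here was the criterion first written, and a count of genes under 10% of the share needed was tried once the medians had been seen. For APOE4 cells in the libraries labelled APOE-KO, the median over 5 genes left the question open, and the broader list was made the criterion after its values were seen.

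The number of DEGs for APOE4 against APOE3 was 1827. That is higher than the value quoted from the study above. The number of DEGs for APOE4 against APOE2 was 3510. That is also higher than the value quoted from the study above. The study quantified with the GC bias option of Salmon, and the counts fitted here carried no offset for GC content. Whether this difference in processing accounts for the higher numbers was not tested.

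Other splits of the same libraries into groups of the same sizes rarely gave as many DEGs. The real split was the 1 of 100 splits that gave as many for APOE2 against APOE3 (highest of the others 187), the 1 of 100 for APOE4 against APOE3 (904), the 1 of 100 for APOE4 against APOE2 (1979) and the 1 of 35 for APOE-KO against APOE3 (224). With the GC trend removed, 3 of the 100 splits gave at least as many as the 540 DEGs of APOE4 against APOE3, the real one included. Of the others, the split with 599 exchanged APOE4 replicate 1 for APOE3 replicate 2. The split with 648 put APOE4 replicates 2 and 3 with APOE3 replicates 1, 3 and 4. APOE4 replicates 2 and 3 also lay apart from the other APOE4 libraries on component 1 (-4.76 and -4.95) and in the interferon score (8.81 and 8.83). Without the GC trend, a split that divides the APOE4 group in this way thus gave more DEGs than the split by genotype. For APOE4 against APOE2 without the GC trend, 1 of 100 splits gave as many as 1531. For the number of gene sets past the threshold the real split was less unusual. As many sets came from 3 of 100 splits for APOE2 against APOE3, 46 of 100 for APOE4 against APOE3, 33 of 100 for APOE4 against APOE2 and 4 of 35 for APOE-KO, so that in the last 3 contrasts the number of sets does not exceed what a random split gives.

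The number of DEGs in the APOE4 contrasts may come in part from a trend with GC content. The slopes of the APOE4 libraries differed from those of APOE3 (exact two-sided p = 0.0159) and APOE2 (exact p = 0.00794), and without the trend the numbers fell to 540 and 1531. The DEGs that stayed argue against the trend as the whole cause of the DEGs. They do not argue against it as the cause of the excess over the study in APOE4 against APOE2, where 1531 lies under the value quoted from the study. In APOE4 against APOE3 the 540 lies above that value. In 20 simulations of unchanged groups, each library with its own GC trend, removal of the trend left at most 5 DEGs against APOE3 and 3 against APOE2. With the trend left in, the simulations gave 447 to 588 and 1760 to 1920. Against transcript length as the cause, the counts were 1544 and 3170 without the length trend. Library totals did not differ (exact two-sided p = 0.651 against APOE3 and 0.833 against APOE2). The share of counts in the 10 largest genes would shift other genes by 0.0031 and 0.0023 on the log2 scale, too little to matter. None of the 23 chromosomes compared, which did not include Y, was gained or lost as a whole. Their farthest median log2 fold change without the GC trend was -0.0496 against APOE3 and 0.038 against APOE2. What causes the slope, a difference in slope of 0.139 between APOE3 and APOE4, stays open. A difference in library preparation and a difference between genotypes cannot be told apart, since the labels give no batch. An effect of the APOE4 allele on GC-rich genes was not tested apart from it.

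Lower APOE in APOE4 is open to the same trend, as the gene is rich in GC. Without the trend the exact two-sided rank-sum p was 0.191 against APOE3 and 0.151 against APOE2, so that the trend may account for the difference passing the threshold. The mean was still lower in APOE4, at 22979 ± 6085 (SD, n = 5) against 30999 ± 1732 in APOE3 (SD, n = 4), and the 4 APOE4 libraries other than replicate 1 lay between 18923 and 21540. A lower level of APOE from the APOE4 allele remains an open explanation.

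APOE in the libraries labelled APOE-KO replicates 1 and 2 might come from cells of another line. For replicate 1, APOE2 cells would need a share of 50.8% and the median share over 6 on or off genes was -1.82%, and APOE3 cells would need 49.7% and the median over 5 genes was 2.07%. For replicate 2 the shares needed were 43.4% and 42.4%, and the medians were 1.1% and 0%. ZFP41 and ZNF248 were among the genes that did not follow APOE2 cells, and CHCHD2 and ZNF248 among those that did not follow APOE3 cells. In each of these cases most of the genes lay under 10% of the share (4 of 6 for APOE2 and 3 of 5 for APOE3). ZNF572 and ZNF300 reached it. Over broader lists of genes that differ between groups, the medians lay near the need for APOE2 cells, with 44.2% and 41.3% over 31 genes, and above it for APOE3 cells, with 56.8% and 70.0% over 13 genes. These lists alone would allow APOE3 cells, and the on or off genes argue against them. APOE4 cells would need 85.3% in replicate 1 and 72.8% in replicate 2. The medians over 5 on or off genes were 96.7% and 93.6%, above the need, and ZNF572, H2BC3 and ZNF300 reached it. But the medians over 15 genes of the broader list were 38.7% and 36.3%, under the 53.1% and 45.3% that the lowest of the APOE4 libraries, set against the others, would give at these shares. GATA3 and PTPRZ1 lay under 10% of the need, and PAX8-AS1 was at 12.8 and 13.5 normalised counts, where APOE4 libraries had 171 to 240. The tables thus argue against APOE4 cells as the source, and against a label exchanged with an APOE4 library, for which the lowest APOE4 library gave 62.2%. Another clone or an incomplete knockout stays open. ZNF300, off in APOE-KO replicates 3 to 5, was at 159 and 189 normalised counts, and without a second APOE-KO line its origin cannot be told apart.

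The rho of APOE4 with APOE-KO showed no agreement beyond that of shared APOE3 libraries. Unchanged simulated groups gave a mean rho of 0.435, and the 0.346 of the data lay under their lowest value, 0.4185. The simulations drew each gene on its own, without the trends that genes of a library share. They therefore cannot say whether the shared libraries alone would give the 0.346. Shared DEGs numbered 113, 88 of them in the same direction, against at most 1 in the simulations. The simulated contrasts had at most 5 and 3 DEGs, so that this count decides nothing about agreement. For APOE2 the simulated mean was 0.434, and the rho of 0.487 lay above the highest of the simulations, 0.445. For the same reason this does not exclude the shared libraries. The SD of the simulated rho was 0.0062, against 0.0378 over fits that left out 1 library. All 6 ways to use disjoint APOE3 libraries gave a rho above 0, which argues against the shared libraries as the whole cause. These libraries came from 1 APOE3 line, so that a difference particular to that line stays open. Without APOE-KO replicate 3 or 4 rho was 0.435 or 0.434, and no simulation was made for fits without these libraries. A resemblance of APOE2 to the loss of APOE is thus a hypothesis.

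The 12 genes on in every library of a group and off in every library of another may belong to the cell lines and not to the APOE alleles. Clonal differences between lines and effects of genotype cannot be told apart, since each genotype had 1 line.

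Within the APOE4 group the interferon score was 8.81 and 8.83 in replicates 2 and 3 and 11.2, 10.7 and 10.7 in replicates 1, 4 and 5. Without the GC trend its SD was 99.3% of the SD with it, which argues against that trend as the source. No biological explanation was tested.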
